# Calorie Restriction Decreases Competitive Fitness in *Saccharomyces cerevisiae* Following Heat Stress

**DOI:** 10.3390/microorganisms12091838

**Published:** 2024-09-05

**Authors:** Lucy Hill, Stéphane Guyot, Lucie Bertheau, Hazel Davey

**Keywords:** *Saccharomyces*, heat stress, calorie restriction

## Abstract

Experiments exposing *Saccharomyces cerevisiae* to glucose limitation (calorie restriction) are widely used to determine impacts on cell health as a model for aging. Using growth on plates and in liquid culture, we demonstrated that calorie restriction reduces fitness in subsequent nutrient-limited environments. Yeast grown in a calorie-restricted environment took longer to emerge from the lag phase, had an extended doubling time and had a lower percentage of culturability. Cells grown under moderate calorie restriction were able to withstand a gradual heat stress in a similar manner to cells grown without calorie restriction but fared less well with a sudden heat shock. Yeast grown under extreme calorie restriction were less fit when exposed to gradual heating or heat shock. Using RNAseq analysis, we provide novel insight into the mechanisms underlying this response, showing that in the absence of calorie restriction, genes whose products are involved in energy metabolism (glycolysis/gluconeogenesis and the citrate cycle) are predominantly overexpressed when yeasts were exposed to gradual heating, whereas this was not the case when they were exposed to shock. We show that both the culture history and the current environment must be considered when assaying physiological responses, and this has wider implications when developing strategies for the propagation, preservation or destruction of microbial cells.

## 1. Introduction

*Saccharomyces cerevisiae*, otherwise known as brewer’s or baker’s yeast, has long been utilised as a model for eukaryotic organisms, particularly in the study of diseases including cancers and neurodegenerative conditions [1]. *S. cerevisiae* has become an important model in studies of aging [2] and particularly for the determination of the impact of calorie-restricted regimes [3,4,5]. This has paralleled an increased interest in the elective reduction of calorie intake to promote health in humans [6,7]. Low-calorie regimens have been shown to extend lifespan and slow the aging process in a wide spectrum of organisms, including invertebrates [8], rodents [9], primates [10] and humans [6]. Whilst these studies are encouraging, the calorie restriction of multicellular eukaryotes can be complex, and experiments using primates require maintenance for several decades. The short generation time and single-celled nature of yeast are highly advantageous in its role as a model organism for these studies.

Goldberg et al. (2009) varied the initial glucose concentration in *S. cerevisiae* cultures (0.2%, 0.5%, 1% and 2% *w*/*v*) and demonstrated that 0.2% glucose resulted in an extension of lifespan of 60% when compared with those receiving 2%. The two major glucose stores for yeast are trehalose and glycogen [11], and yeast cells begin to accumulate trehalose when they enter the post-diauxic phase, with levels continuing to climb throughout this phase and into the stationary phase. This increase in the accumulation of trehalose was observed to be considerably greater in calorie-restricted cells [12] than in those with higher initial glucose concentrations. In contrast, the accumulation of glycogen increased sharply during the logarithmic phase regardless of the initial concentration of glucose within the medium. During the diauxic and post-diauxic phases, calorie-restricted yeast continued to accumulate glycogen, whereas cells grown in the presence of more abundant levels of glucose rapidly consumed it. Although yeast cells grown on 0.5% glucose stored more glycogen by the end of the post-diauxic phase, they consumed it during the stationary phase at a much more rapid rate than those in a medium containing 0.2% glucose [12]. However, whilst studies such as these, which involved a 90% reduction in glucose (calories), are possible in yeast, the majority of eukaryotes would fail to satisfy their basal metabolic rates at this level. Consequently, strategies that involve calorie restriction on some days and eating normally on other days have also gained popularity [13,14].

*S. cerevisiae* is, of course, also an essential organism in biotechnology, where it has long been used in the production of potable alcohol. Within breweries, the initial stresses placed on the yeast cell include high concentrations of sugars but, as the fermentation progresses, these are converted to alcohol. Towards the end of fermentation, nutrient depletion rather than nutrient excess becomes the stressor. Due to the common practice of repitching yeast from a completed fermentation as the inoculum for the next brew, cells are exposed to cyclical nutrient stress (feast and famine). Furthermore, the natural environments of yeast are typically ones of great variability [15], and it is highly likely that nutrient depletions occur periodically in such a setting; therefore, mechanisms are required to allow yeast to maintain viability in a non-proliferating state. In growing cultures, fitness in microbial cells may be defined by readily measurable parameters such as the length of the lag phase and the subsequent doubling time. In a heterogeneous culture, cells with shorter time scales for either of these will have a selective advantage through reaching higher abundance when grown in competition [16].

Despite the above, and whilst changes in the carbon source are known to impact on the lag phase in yeast [17], little work has been carried out on fluctuating nutrient concentrations between sequential cultures. Instead, plentiful supplies of glucose are usually supplied in the laboratory, but this is neither representative of yeast’s natural environment, nor of the many industrial ones in which the nutrient sources rarely remain stable and are in excess for long periods of time. In fruit flies, it has been observed that longevity increases in fluctuating conditions [18]; however, in yeast, it is unclear whether, as well as conferring prolonged lifespan on the cell, calorie restriction also enables cells to develop better tolerance of future nutrient fluctuations. Osmotic stress in *S. cerevisiae* induces activation of the high-osmolarity glycerol (HOG) response, leading to a shift away from glycolysis and to the biosynthesis of trehalose and glycerol. Consequently, we used elevated levels of sodium chloride to determine the impact of calorie restriction on the subsequent ability to grow in the presence of an osmotic challenge. We also investigated the impact of calorie restriction on the fitness of yeast exposed to heat stress. Heat stress has been widely investigated [19,20], and the application of a calorie restriction regime is known to result in the upregulation of heat shock proteins [21,22]. We have previously demonstrated that, in some instances, nutrient-dependent mechanisms are involved in survival from heat stress [20].

Therefore, the aim of the work presented here was to determine whether calorie restriction has an impact on a cell’s fitness in response to changing nutrient levels. We also investigated the influence of calorie restriction on the expression of genes whose products are involved in energy metabolism, with a particular focus on the glycolysis/gluconeogenesis and citrate cycle networks, following exposure to a temperature of 50 °C.

## 2. Materials and Methods

### 2.1. Media Preparation

A standard YPD medium of 1% *w*/*v* yeast extract and 2% *w*/*v* bacteriological peptone was produced; however, the added d-glucose levels were varied across 2% (YPD), 0.5% (YPD-CR) or 0% (YP) *w*/*v*. Additionally, variations of the YPD media containing NaCl were produced with concentrations of 0.25, 0.5 and 0.75 mol·L^−1^ of the added salt. Solidified media were prepared by adding 2% agar. All growth media were autoclaved (121 °C/15 min) before use.

### 2.2. Microorganisms

*S. cerevisiae* yeast (BY4743 *MATa*/*α*; *his3Δ1*/*his3Δ1*; *leu2Δ0*/*leu2Δ0*; *LYS2*/*lys2Δ0*; *met15Δ0*/*MET15*; *ura3Δ0*/*ura3Δ0*) was streaked and grown on YPD agar for 48 h at 30 °C. A single colony was then selected and inoculated aseptically into 20 mL of each of the three growth media (YPD, YPD-CR and YP). Tubes containing the media were incubated at 30 °C for 48 h, with gentle periodic agitation. Each of the tubes was removed from the incubator after 48 h, and serial dilutions in sterile dH_2_O were performed. Cells able to form colonies on each of the solidified media were enumerated using the drop plate method (10 μL) following growth in an incubator at 30 °C for 48 h.

The haploid yeast BY4742 (*MATα*; *his3Δ1*; *leu2Δ0*; *lys2Δ0*; *ura3Δ0*) was used to run the RNAseq analysis. 

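The deposited read counts were examined for these marker genes in the 9 RNAseq libraries, 3 of control cells, 3 of cells after the heat ramp and 3 of cells after the heat shock. LYS2 (YBR115C, chromosome II of the R64 assembly, 469748 to 473926), LEU2 (YCL018W, chromosome III, 91324 to 92418) and URA3 (YEL021W, chromosome V, 116167 to 116970) had 0 reads in every library. A count of 0 allows up to 3 reads in a library, a limit that covers counting error only. HIS3 (YOR202W, chromosome XV, 721946 to 722608) had 574 ± 15.0 normalized counts (SD, n = 3) in the control, 263 ± 41.3 after the heat ramp and 617 ± 68.4 after the heat shock, and the his3Δ1 allele is a partial deletion of this gene. Here a normalized count is the number of reads counted on a gene divided by the size factor of the library, as the authors computed it with DESeq2. MET17 (YLR303W, chromosome XII, 732542 to 733876), another name of MET15, had 8999 ± 2537 normalized counts in the control, 1766 ± 90.0 after the heat ramp and 15718 ± 162 after the heat shock (SD, n = 3). For the mating pheromones, the α-factor gene MFALPHA1 (YPL187W, chromosome XVI, 193648 to 194145) had 13843 ± 1449, 3577 ± 451 and 19054 ± 4181 normalized counts in the same order. The a-factor gene MFA1 (YDR461W, chromosome IV, 1385176 to 1385286) had 242 ± 54.1, 38.1 ± 7.71 and 327 ± 126.2.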

Yeast cells were grown on YPD agar for 48 h at 25 °C. A single colony was then selected and inoculated aseptically into 100 mL YPD liquid medium in a 250 mL conical flask. Flasks containing the media were incubated at 25 °C for 48 h, with gentle periodic agitation. We verified that the behaviour of the BY4742 strain was analogous to that of the BY4743 strain in response to gradual heating and heat shock.

### 2.3. Determination of the Lag Phase’s Duration and Doubling Times

To determine the lag phase and doubling time, cells previously grown on YP, YPD-CR or YPD media were adjusted to the same concentration and inoculated into YPD in a 96-well plate. A Biotek Gen 5 Microplate reader (Biotek Instruments Incorporated, Winooski, VT, USA) was used to incubate the cells at 30 °C for 48 h, taking optical density readings every 20 min. Six replicates of each media type were analysed with 3 µL of each suspension inoculated into 150 μL of YPD. Rows G and H contained the sterile YPD growth medium as controls. Following acquisition of the growth curve data, the 96-well plate was incubated at 30 °C for a further 48 h to ensure no contamination in the uninoculated controls. Three biological replicates of this experiment were performed on different days.

### 2.4. Application of Heat Stress

Cell suspensions grown in the three different glucose concentrations were pelleted by centrifugation at 2500× *g* for 5 min under aseptic conditions. They were adjusted to the same concentration in sterile dH_2_O prior to thorough resuspension. Subsamples (100 µL) were taken and transferred to capped PCR tubes. A BioRad DNA engine (Bio-Rad Laboratories Ltd., Watford, UK) was used to carry out a heat ramp, in which the temperature was increased from 30 to 50 °C at a rate of 0.5 °C·min^−1^ [23], followed by maintenance at 50 °C for a further 30 min. Alternatively, a heat shock protocol was used, which consisted of 1 min at 30 °C, followed by 1 h at 50 °C. Following the heat treatments, serial dilutions were performed and drop plates were prepared for each concentration of glucose and salt. Additionally, conventional plate counts of 100 μL of the undiluted sample were performed, enabling enumeration of samples with low culturable numbers. Samples were also incubated in liquid culture to obtain growth curves as described above.

### 2.5. RNAseq and Transcriptome Data Analysis

Yeast total RNA was extracted using hot acid phenol and quantified using a Nanodrop2100 (ThermoFisher Scientific, Illkirch-Graffenstaden, France). RNA quality was checked by capillary electrophoresis on a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). RNA was treated with 1 MBU of Baseline-ZERO^TM^ DNAse (ref#DB0715K, Epicentre, Singapore) for 20 min at 37 °C, followed by a phenol/chloroform and chloroform extraction. RNA was precipitated in 3 volumes of ethanol (96% *v*/*v*) using 0.3 M CH_3_COONa and 15 µg of Glycoblue. After a wash with EtOH (80% *v*/*v*), the pellet was resuspended in 101 µL of RNAse-free H_2_O. After RNA quantification and quality control, 4.5 µg of each RNA (DNAseI-treated) was used for polyA+ isolation using the NEBNext Oligo d(T)25 Magnetic Beads kit (ref#E7490, NEB, Ipswich, MA, USA) following the manufacturer’s instructions. Enrichment of the polyA+ fraction was checked by capillary electrophoresis on a Bioanalyzer 2100. Next, 1 ng of each rRNA-depleted RNA was converted to a library with the Scriptseq V2 RNA-Seq kit (ref#SSV21106, Illumina, San Diego, CA, USA), using the manufacturer’s instructions. After 15 cycles of PCR amplification, the libraries were purified using the Agencourt AMPure XP beads (ref#A63880, Beckman Coulter, Brea, CA, USA) at a ratio of 0.9×.

Library quality was assessed using a high-sensitivity DNA chip on a Bioanalyzer 2100. Library quantification was performed using a fluorometer (Qubit 2.0 fluorometer, Invitrogen, Waltham, MA, USA). Libraries were multiplexed and subjected to high-throughput sequencing using an Illumina HiSeq 1000 instrument with 50 bp single-end read runs and loaded at 12 pM per lane. Quality of the sequencing reads was evaluated by FastQC. Raw sequencing reads were trimmed by Trimmomatic V0.32 with the following parameters: adapters/TruSeq3-SE.fa: 2:30:10; leading: 30; trailing: 30; sliding window: 4:15; MINLEN: 17 and AVGQUAL: 30. Trimmed reads were aligned to the SacCer3 assembly of the *S. cerevisiae* genome using Bowtie2 in sensitive local mode. This generated a *.sam file that was sorted and converted to *.bam, with subsequent removal of non-mapped reads. Visualization was performed in Integrative Genomics Viewer (IGV) (https://igv.org, 27 August 2024) [24].

Differential expression analysis was performed using the DESeq2 package operating in the R environment [25]. Separate analyses were made for all annotated reads, including non-mRNA species, or taking account of only yeast mRNAs. 

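The deposited normalized counts cover 7126 annotated features, of which 7086 had at least 1 read in the 9 libraries together. From the R64 annotation and the form of their identifiers, 5988 features were assigned to protein-coding genes of the nuclear genome and 697 to open reading frames that this annotation does not list as protein-coding. The others were 299 transfer RNA genes, 76 small nucleolar RNA genes, 28 open reading frames of the mitochondrial genome, 16 ribosomal RNA features, 6 small nuclear RNA genes and 16 other non-coding RNA genes. Of the ribosomal RNA features, 8 had no read in any library. Protein-coding genes held 99.4% ± 0.0564 (SD, n = 3) of the counted reads in the control, 98.7% ± 0.214 after the heat ramp and 98.8% ± 0.0708 after the heat shock. For an analysis of mRNA only, limma was applied to log2(normalized count + 1) of the 5912 protein-coding genes with a mean normalized count of at least 10. After the heat ramp, 4655 of them differed from the control with a Benjamini-Hochberg adjusted p-value under 0.05, 1970 of them higher and 2685 lower. Following the heat shock, 3311 differed, 1429 higher and 1882 lower. These divisions depend on the scaling between libraries. In a fit of all features, protein-coding genes divided into 1967 higher and 2675 lower after the heat ramp and 1426 higher and 1877 lower after the heat shock, and with each library scaled to its total count into 814 higher and 4250 lower, and 952 higher and 2375 lower. Leaving out the other features moved the median log2 fold change from −0.01 to −0.20 for the heat ramp and from 0.04 to −0.07 for the heat shock.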

Annotation of the metabolic pathways was performed using the KEGG database (https://www.genome.jp/kegg/pathway.html, 27 August 2024). The processed data are presented in the Supplementary Data File.

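The Supplementary Data File lists 55 genes of the glycolysis/gluconeogenesis network under 26 numbers of the KEGG Orthology, with normalized counts for the 3 control and the 3 heat ramp samples and the log2 fold change of heat ramp against control. A log2 fold change of 1 means a doubling of the normalized count. Its 6 columns of normalized counts and its log2 fold changes equal those of the deposited table of all genes, with a largest difference of 0. The mean count beside them (baseMean) is an average over all 9 libraries, heat shock samples included. Log2 fold changes computed here for these 55 genes, as differences of mean log2(normalized count + 1), lay a median of 0.01 from the paper's values. The gene farthest from its value in the paper was HXK1 (hexokinase 1), with a log2 fold change of 3.80 against the paper's 3.75, whose standard error in the paper is 0.169.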

### 2.6. Statistical Analysis

Statistical analysis was performed in Minitab version 14. The *p*-values were obtained by performing a one-way unstacked ANOVA, with multiple responses coinciding with the desired pre-culture or treatment.

## 3. Results

### 3.1. Impact of Calorie Restriction on Subsequent Culturability

Cells were grown in liquid culture containing 0% (YP), 0.5% (YPD-CR) or 2% (YPD) added glucose, as outlined in the Materials and Methods. The cultures were diluted and plated onto solid media containing the three different glucose concentrations, and the number of colonies recovered in each case is shown in Figure 1. Due to the effects of limited glucose on the final cell concentration, it was important to analyse the results relative to YPD agar. Although growth was observed in all three pre-culture tubes, only cells grown on YPD were able to produce colonies on all three treatment plates (different recovery media). There was no observable difference between recovery on YPD compared with YPD-CR for any pre-culture condition, but cells grown on YPD-CR and YP were unable to produce colonies on YP plates. The results indicated that calorie restriction in the pre-culture medium has a negative effect on the cells’ ability to withstand future calorie restriction, but demonstrated that the effects of glucose limitation are reversible in at least a proportion of the population when the cells are subsequently introduced to a medium containing added glucose.

### 3.2. Impact of Calorie Restriction on the Subsequent Lag Phase and Doubling Time

Although growth on an agar surface has long been synonymous with estimation of microbial viability [26,27], the method is justly questioned when stressed cells are cultivated [28,29]. All agar plates have a low water activity compared with liquid culture and thus introduce an additional stress, meaning that damaged cells may fail to produce a colony within the incubation time permitted (i.e., culturability provides evidence of viability, but failure to form a colony is insufficient to demonstrate a lack of viability). Consequently, recovery in a liquid medium was also investigated using a 96-well plate reader using YPD as the growth medium (Figure 2).

The mean lag times for cells grown in the three pre-culture conditions and then inoculated into liquid YPD were calculated from a total of 18 replicates obtained over three occasions, as outlined in the Materials and Methods. First, the doubling time was obtained by determining the time taken to reach an optical density twice the value of that measured at the end of the lag phase. The length of the lag phase and the doubling time were calculated and plotted according to the type of pre-culture media (see Figure 2). The results indicated that the higher the glucose concentration in the pre-culture medium, the shorter the lag phase and doubling time when cells were inoculated into YPD. Cells pre-cultured in the YP medium required significantly (*p* < 0.001) longer periods of time to exit the lag phase when compared with those pre-cultured on YPD-CR or YPD media. However, once they had emerged from the lag phase, cells pre-cultured in the YP medium displayed a first doubling time with a length that was not significantly different from that of YPD-CR cells (*p* = 0.455), and this was ~50% longer than the time that cells pre-cultured on YPD required to double the cell number.

### 3.3. Impact of Calorie Restriction on the Heat Stress Response

Yeast cells grown in the three different pre-culture conditions were subjected to either a rapid or a gradual heat stress, as outlined in the Materials and Methods. Figure 3 shows the impact of the heat stresses on the yeast compared with the unheated controls. Reducing the added glucose from 2% (Figure 3A) to 0.5% (Figure 3B) in the pre-culture medium had little impact on cells exposed to gradual heat stress but led to a greater than a logarithmic reduction in culturability following the heat shock.

Cells that had been subjected to heat stress (and the unheated yeast control) were also challenged with YPD medium to which salt had been added. A proportion of the population that had been pre-cultured on YPD was able to produce colonies after the heat ramp and heat shock on media containing 0.25 or 0.5 mol·L^−1^ sodium chloride. Cells pre-cultured on YPD-CR behaved similarly following gradual heating (heat ramp) but, following the heat shock, were able to produce colonies in the presence of 0.25 mol·L^−1^ sodium chloride but not when this concentration was increased to 0.5 mol·L^−1^. Yeast pre-cultured on YP-medium showed a logarithmic reduction in recovered colonies on 0.25 mol·L^−1^ sodium chloride medium and a reduction of two orders of magnitude with 0.5 mol·L^−1^ sodium chloride following a heat ramp compared with cells pre-cultured on YPD/YPD-CR. Colonies were only rarely produced from YP pre-cultured cells following the heat shock. Interestingly, for yeast pre-cultured on YPD-CR or YP, there was an increase in culturability on YP following the heat ramp compared with the unheated control.

Analysis of the cells pre-cultured on YPD (Figure 3A) media prior to heat treatment indicated that gradual heating had a small impact on the cells’ culturability, whilst a heat shock was seen to have a more detrimental effect, and this is consistent with previous literature [19,23,30]. This pattern was replicated for cells pre-cultured on media with reduced glucose (Figure 3B) or no added glucose (Figure 3C), but the drop in culturability was greatest for cells pre-cultured on the medium without added glucose. Interestingly, whilst cells pre-cultured on YP or YPD-CR media were unable to form visible colonies when placed directly on YP agar, cells exposed to a heat ramp prior to plating produced colonies. In the case of cells pre-cultured on YPD-CR, this was with a similar frequency to cells plated onto YPD or YPD-CR, but for cells pre-cultured on YP, it was with only ~1% of the frequency of colony production on YPD. The heat treatment may result in cell death and the release of nutrients that support cell growth [31,32] via a process referred to as cryptic growth. Alternatively, the additional time in liquid culture prior to plating may have resulted in recovery and repair [33]. These processes are difficult to distinguish.

### 3.4. Impact of Heat Stress on Gene Expression

Clearly, from the experiments above, the kinetics of heat stress impact on yeast’s culturability. To elucidate the potential mechanisms for this, we investigated changes in the transcriptome occurring during the heat shock and the heat ramp without calorie restriction, as outlined in the Materials and Methods. 

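The RNAseq data come from 3 independent cultures of BY4742, each of which gave a control sample, a sample after the heat ramp and a sample after the heat shock, so that there are 3 replicates per group and 9 libraries. Cells were brought from 25 °C to 50 °C, at 0.5 °C per min in the heat ramp and, according to the sample labels, at 50 °C per min in the heat shock, and were then held at 50 °C for 30 min. Libraries were made from poly(A)+ RNA and sequenced as single-end reads. The authors trimmed the reads, aligned them to the SacCer3 assembly with Bowtie2, and normalized the reads counted per annotated feature with DESeq2 size factors over all 9 libraries. Every deposited value is a whole multiple of the smallest value of its library, which allowed the read counts to be recovered.

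The reads counted on features ranged from 26859792 to 27233289 in the control (median 26928800), from 22579312 to 24415433 after the heat ramp (median 23108192) and from 23543523 to 24341005 after the heat shock (median 23870745). The size factors ran from 1.40 to 1.46 in the control, from 0.610 to 0.714 after the heat ramp and from 1.11 to 1.13 after the heat shock. As a result, the normalized counts of a library summed to 18934668 ± 311263 (SD, n = 3) in the control, 35755260 ± 1413300 after the heat ramp and 21336085 ± 514422 after the heat shock. The 10 most abundant features held 6.31% ± 0.165 of the reads in the control, 20.4% ± 0.386 after the heat ramp and 9.02% ± 1.69 after the heat shock, and the 100 most abundant held 22.7% ± 0.128, 56.5% ± 0.770 and 28.7% ± 2.42. Between 6996 and 7065 features had reads in a library. Replicates of a group differed by more than counting error (chi-square per degree of freedom from 24.5 to 226), with a Pearson correlation across features of 0.978 to 0.996 on the log2 scale, where features are not independent replicates. Their spread therefore enters each test. Log2(normalized count + 1) was fitted with limma over the 9 libraries at once for the 6847 features with a mean normalized count of at least 10, and p-values were adjusted by Benjamini-Hochberg over these features.

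**Figure D1:**
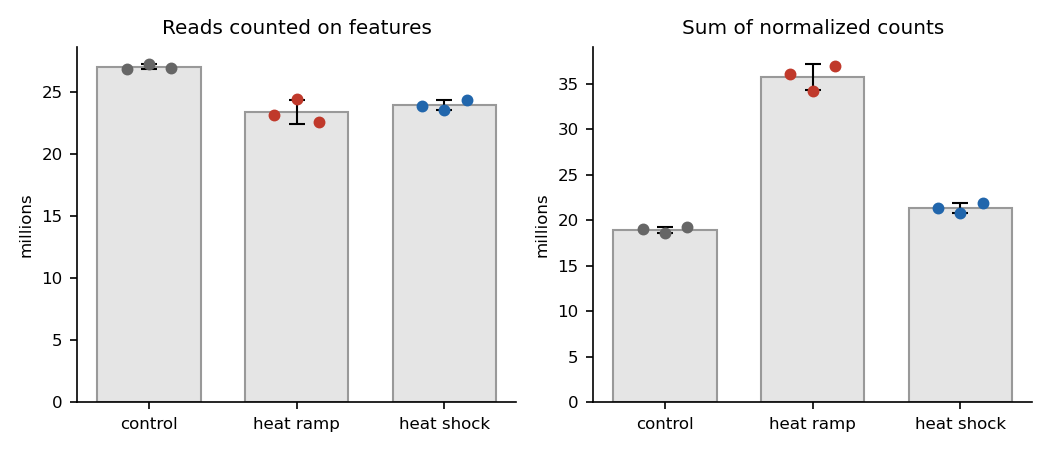
Reads counted on features and sum of normalized counts for each of the 9 libraries, by group. Points are libraries, bars are the mean and error bars the SD of 3 replicates. The control libraries have the highest read totals, and the heat ramp libraries the highest sums of normalized counts.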

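Heat ramp and control differed with an adjusted p-value under 0.05 from limma in 5375 of the 6847 features (78.5%), of which 2670 were higher and 2705 lower after the heat ramp. Heat shock and control differed in 3945 features (57.6%), 2050 higher and 1895 lower. Directly compared, the heat ramp and the heat shock differed in 4929 features, 2459 higher and 2470 lower after the heat ramp. The near-even division follows from the size factors. With each library scaled to its total count instead, the median log2 fold change over all features moved by −0.91 for the heat ramp, −0.17 for the heat shock and −0.74 between them. The division then became 1326 higher and 4384 lower after the heat ramp, 1526 higher and 2402 lower after the heat shock, and 1184 higher and 4096 lower for the heat ramp against the heat shock. Requiring a log2 fold change of at least 1 in size moved the counts of changed features most, to 3104, 1226 and 2777. The same control libraries enter both comparisons, which alone gives a correlation across features of 0.439 between the fold changes of unchanged groups in 50 simulations, and the measured correlation was 0.546. The share of features with the same sign in both was 63.4%, against 66% for unchanged groups. The simulated groups held no true change, while 5375 and 3945 features differed in the data. The values of 0.439 and 66% therefore do not measure how much of the agreement in the data comes from the shared controls. In both comparisons 2273 features passed the threshold in the same direction and 898 in opposite directions, where unchanged groups gave 0 and 0. At an unadjusted limma p-value under 0.05 the numbers were 2463 and 999, against means of 62.1 and 0.44 for unchanged groups. The authors' deposited DESeq2 results call 5383 of the tested features for the heat ramp, 5341 of them also called here, and 4070 for the heat shock, 3934 of them also called here.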

All samples were found to have a typical RNA profile with an RNA integrity number (RIN) of less than 8.0. Assessment of the library’s quality revealed that all showed a conventional profile without the presence of dimer adapters. The KEGG database was used to analyse the graphs presented in Figure 4 and Figure 5. We focused on the glycolysis/gluconeogenesis and citrate cycle networks, which are, in part, related to glucose catabolism and production of ATP. Generally, after a heat ramp, the genes involved in these networks were upregulated (Figure 4A and Figure 5A), whereas their expression was mainly downregulated after a heat shock (Figure 4B and Figure 5B). Such an observation indicated that in cells grown in the presence of plentiful glucose, heat ramp-induced thermal resistance was related to upregulation of genes directly or indirectly involved in energy production.

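The glycolysis/gluconeogenesis network was taken as the 55 genes of the Supplementary Data File, and the citrate cycle network as 32 genes listed for the enzymes drawn in Figure 5, since the paper's text does not list its members. All of them passed the filter on low counts. Both comparisons with the control were made in limma, and each network was tested against all other features with camera at a preset correlation of 0.01, adjusted over 6 tests.

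After the heat ramp, the glycolysis/gluconeogenesis genes had a median log2 fold change of 1.53 (quartiles 0.31 and 2.95, range −4.38 to 4.36, camera adjusted p = 4.46e-06). With an adjusted p-value under 0.05, 41 of the 55 genes were higher and 10 lower, and the numbers were the same adjusted over the list alone. Total count scaling moved this median most, to 0.62, with 32 genes higher and 18 lower. In heat-shocked cells, the median was −0.23 (quartiles −0.54 and 0.19, range −1.64 to 1.09, camera adjusted p = 0.0485), with 10 genes higher and 20 lower, also adjusted over the list alone. Total count scaling gave −0.40, with 6 higher and 27 lower. This camera result was lost in 5 of the 9 fits that left out 1 library, with an adjusted p = 0.0725 without control replicate 2, 0.0558 without control replicate 3, 0.0816 without heat ramp replicate 2, 0.0750 without heat shock replicate 1 and 0.0584 without heat shock replicate 3.

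For the citrate cycle genes, the median log2 fold change was −0.05 after the heat ramp (range −4.38 to 2.64, camera adjusted p = 0.507), with 10 of the 32 genes higher and 12 lower. It was −0.34 after the heat shock (camera adjusted p = 0.0145), with 3 genes higher and 16 lower, or 1 higher without control replicate 1 or 3. The numbers with all libraries were the same adjusted over the list alone. Under total count scaling the medians were −0.97, with 3 genes higher and 27 lower, and −0.51, with 1 higher and 17 lower. With the rotation test fry, the calls for the glycolysis/gluconeogenesis genes after the heat ramp (adjusted p = 3.13e-05) and the citrate cycle genes after the heat shock (adjusted p = 0.0113) held, that for the glycolysis/gluconeogenesis genes after the heat shock did not (adjusted p = 0.0895), and the citrate cycle genes were lower after the heat ramp (adjusted p = 0.00870). With a correlation estimated from the data, camera gave no adjusted p-value under 0.05 for either network, the smallest being 0.671.

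**Figure D2:**
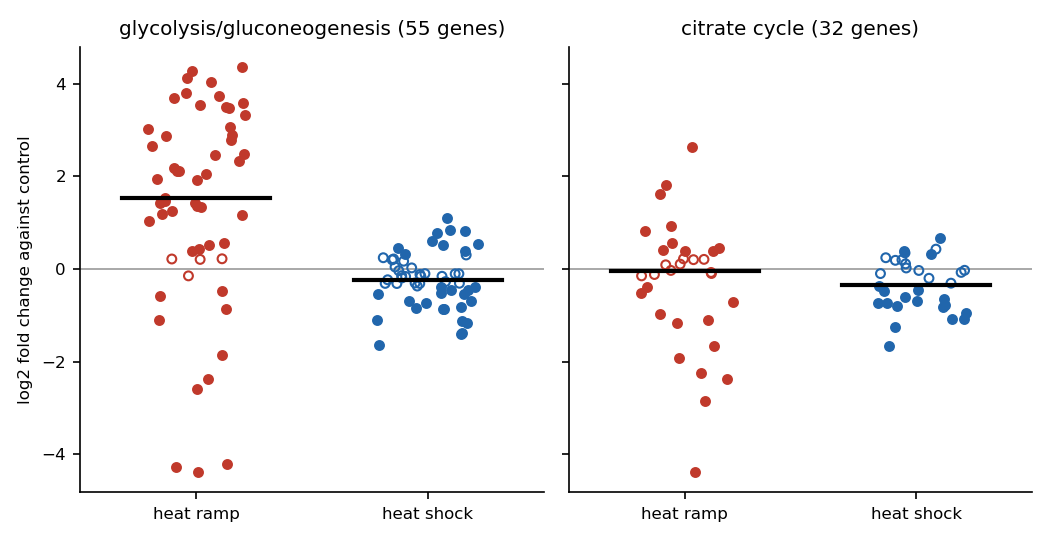
Log2 fold change against the control of each gene of the glycolysis/gluconeogenesis network (55 genes) and of the citrate cycle network (32 genes) after each treatment. Filled points have an adjusted p-value under 0.05 and bars are medians, which are 1.53 and −0.23 for glycolysis/gluconeogenesis and −0.05 and −0.34 for the citrate cycle.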

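Heat ramp and heat shock were also compared directly, in the same limma fit. Among the glycolysis/gluconeogenesis genes the median log2 fold change of heat ramp against heat shock was 1.84 (camera adjusted p = 7.95e-07), with 40 of the 55 genes higher and 9 lower, and 1.10 with 33 higher and 15 lower under total count scaling. For the citrate cycle genes it was 0.08 (camera adjusted p = 0.803), with 11 of the 32 genes higher and 10 lower, and −0.67 with 8 higher and 21 lower under total count scaling. In this direct comparison, fry gave an adjusted p = 2.60e-05 for the former and 0.638 for the latter.

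Gene by gene, 14 glycolysis/gluconeogenesis genes were higher than the control after the heat ramp and lower than it after the heat shock, and each of these also differed directly between the treatments. Only 3 moved in the opposite sense (ADH6, ALD4 and ALD6), 5 were higher in both treatments, 5 were lower in both, and 1 (SFA1) changed in neither. Some of these were named after their values were seen. Under total count scaling, 18 genes were higher after the heat ramp and lower after the heat shock, and 2 moved in the opposite sense. In the citrate cycle, 5 genes were higher after the heat ramp and lower after the heat shock (CIT1, KGD2, SDH1, SDH9 and MDH1) and 8 were lower in both. Total count scaling left 1 such gene and put 14 lower in both.

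From generally higher expression in both networks after the heat ramp and mainly lower expression after the heat shock (Figure 4 and Figure 5), the paper proposes, for cells grown with plentiful glucose, that the resistance induced by a heat ramp was related to upregulation of genes with a direct or indirect part in energy production.

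**Figure D3:**
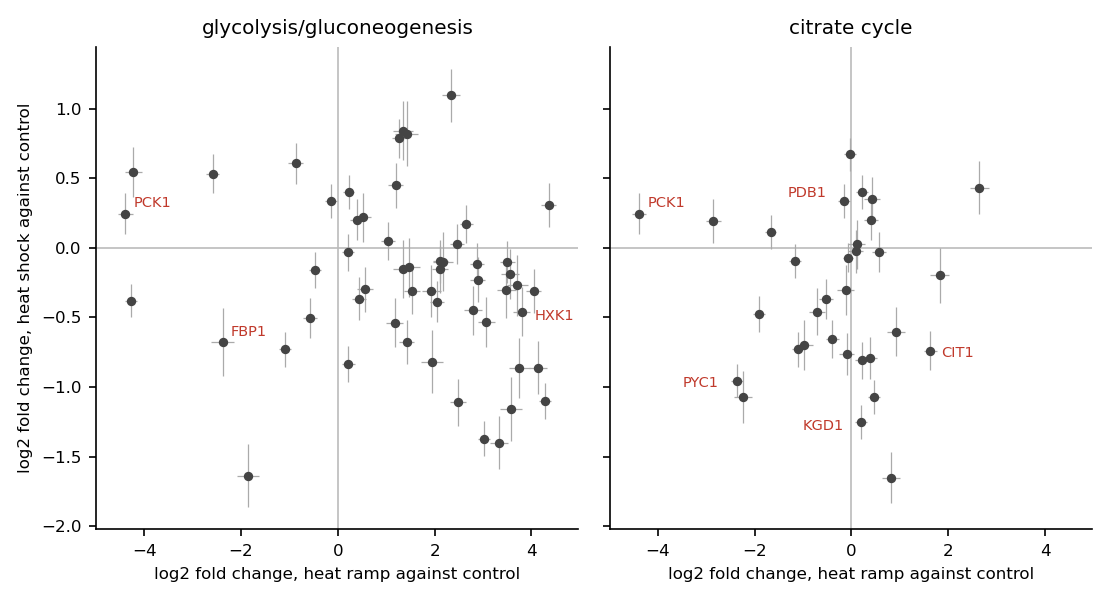
Log2 fold change after the heat ramp (horizontal axis) against that after the heat shock (vertical axis), both relative to the control, for each gene of both networks, with standard errors. The glycolysis/gluconeogenesis genes reach from −4.38 to 4.36 along the heat ramp axis and from −1.64 to 1.09 along the heat shock axis.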

Consequently, from the experiments above, we can infer that the mechanism of resistance to a gradual thermal stress is an active process and is dependent upon the prior cultural history of the cells. Growth with restricted glucose concentrations leads to cells that are less fit to survive and grow when changes in glucose concentration or other environmental variations occur.

## 4. Discussion

The behaviour of microbes under constant culture conditions has been widely studied, and the adaptation of yeast to different calorie restriction regimes has been previously investigated. However, here, we set out to determine the impact of changing conditions on fitness to determine the impact of relevant industrial and environmental stresses on yeast’s propagation and survival. We showed that yeast that had been pre-cultured under calorie restriction exhibited slower growth and lower culturability even when moved to richer media. Calorie-restricted yeast also showed an impaired heat shock response, and RNA sequencing analysis revealed altered expression of genes related to energy metabolism in yeast cultures that were cultivated and subjected to heat treatment in the presence of nutrients. 

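As a share of all counted reads, which amounts to total count scaling, the 55 glycolysis/gluconeogenesis genes held 3.22% ± 0.107 (SD, n = 3) in the control, 10.9% ± 2.02 after the heat ramp and 2.49% ± 0.125 after the heat shock. The 32 citrate cycle (TCA cycle) genes held 1.26% ± 0.131, 0.570% ± 0.0342 and 0.938% ± 0.0734 of the reads. A share can fall because other genes take up more reads. Heat shock protein genes (20 genes) went from 2.74% of the reads in the control to 21.5% after the heat ramp. The lower citrate cycle share there therefore does not show fewer transcripts per cell. Counting genes by the sign of the log2 fold change alone, 44 of the 55 glycolysis/gluconeogenesis genes (80%) were above 0 after the heat ramp, or 37 (67.3%) with each library scaled to its total count. Of the same genes, 17 (30.9%) were above 0 after the heat shock, or 14 (25.5%) with total count scaling. In the citrate cycle, 15 of the 32 genes (46.9%) were above 0 after the heat ramp, or 4 (12.5%) with total count scaling. The heat shock left 10 of them (31.2%) above 0, or 8 (25.0%) with total count scaling.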

More generally, RNA sequencing has shown that when yeast cells were cultured and then subjected to thermal treatment in the presence of nutrients (YPD medium in both cases), the majority of genes whose products play a role in energy metabolism (glycolysis and TCA cycle) were overexpressed following a heat ramp, a response not observed after a heat shock. These results confirmed that in widely used laboratory yeast strains (BY47 collection), the thermal resistance mechanisms induced by a heat ramp are energy-dependent. We have previously demonstrated that the survival of these yeasts during a thermal ramp requires the presence of nutrients, whereas this was not the case for the industrial strain CBS1171 [20]. Other studies have shown that the glycolysis and TCA pathways can also be engaged (increased metabolic flux and/or gene overexpression) when the growth temperature of yeast is slightly elevated to 38–41 °C [34,35]. In light of these observations, it can be reasonably suggested that yeast subjected to a more or less severe caloric restriction struggle to develop thermal resistance mechanisms during the application of a heat ramp, partly due to the lack of overexpression of genes involved in energy metabolism.

Previous studies have indicated that YPD-CR cells accumulate more glycogen than YPD control cells [12], as well as displaying a slowing of their cellular processes to preserve glycogen. Our results confirmed that even after exiting the lag phase on YPD media, inoculums cultured on YPD-CR or YP demonstrated longer doubling times than control cells pre-cultured on YPD, suggesting that cells retain a “memory” of calorie restriction processes and exhibit an economical usage of carbon sources as a result. Previous research has indicated that severely calorie-restricted cells maintained in the cultivation medium for 14 days went on to display doubling times of around 18 days [22], indicating a prolonged adjustment to careful nutrient usage. Although the optical density at inoculation was the same, irrespective of the pre-culture conditions, the final optical density was highest for wells inoculated with yeast that had been pre-cultured on YPD, lowest in wells inoculated with yeast pre-cultured on YP and most variable in wells inoculated with cells pre-cultured in YPD-CR. As the initial optical density readings were observed to be within one decimal place of each other and within the measurable range of the instrument’s specifications, this suggests that cells pre-cultured on YP must expend considerably more energy on maintenance and preparation for growth. However, in contrast to the established concept of adaptation of the whole population during the lag phase following an environmental change [36], more recent work has suggested that observed growth may result from a phenotypically distinct subpopulation [37,38]. The results presented here are consistent with this view, and the longer apparent lag phase may be a consequence of the growth of only a small fraction of the population.

From these results, it is apparent that pre-culturing in YPD-CR media resulted in the detection of high numbers of colony-forming units (CFUs) when subsequently plated onto YPD or YPD-CR agar recovery plates. However, when YPD-CR cells were inoculated into liquid YPD media, they had a doubling time longer than that of cells pre-cultured on YPD media (Figure 2). It is likely that inoculation of cells pre-cultured on YPD-CR into YPD broth resulted in a stalling of cellular processes while the cells adapt to a new environment. This was undetected with solid media, where only the endpoint was recorded.

Following a heat shock, cells reportedly undergo a transient arrest in G1 [39]. Starving cells in G0 have been reported to be significantly more thermotolerant [40] than cells on a nutrient-rich medium. However, this research pre-dates much the more advanced calorie restriction work, and whilst some investigation into yeast’s ability to withstand environmental stresses under a calorie-restricted regime has been performed [41], this is still a relatively unexplored area of research. Whilst *Saccharomyces* yeasts are capable of survival within a broad temperature range, they are typically most stable and capable of proliferation within environments of 30–35 °C [42]. Population growth is possible at temperatures up to 42 °C [43]; however, at temperatures above ~37 °C, the cell membrane’s physiology and carbohydrate flux become altered, resulting in a heat shock response. Above 42 °C, yeast’s RNA polymerase II becomes deactivated, preventing further cell cycling [44], and temperatures above 45 °C are deemed to be within the lethal heat shock range [45]. Nevertheless, all of the values reported above relate to a specific sample of yeast cultured as described in the respective studies; in some cases, careful management of the rate of the increase in temperature can mitigate the impact of heat stress [30]. In the work presented here, a substantial proportion of the yeast cells retained viability and were able to proliferate even in less than optimal conditions following exposure to a temperature of 50 °C.

In conclusion, our results therefore demonstrated the impact of both the pre-culture conditions and heating kinetics on subsequent proliferation, indicating the crucial importance of considering the history and provenance of microbial populations when designing strategies for deactivation and sterilisation. In situations where a prolonged lifespan is desirable, such as yeast used in bottle-conditioned ales, consideration of both genetic and environmental factors during propagation are important [46].

## Figures and Tables

**Figure 1:**
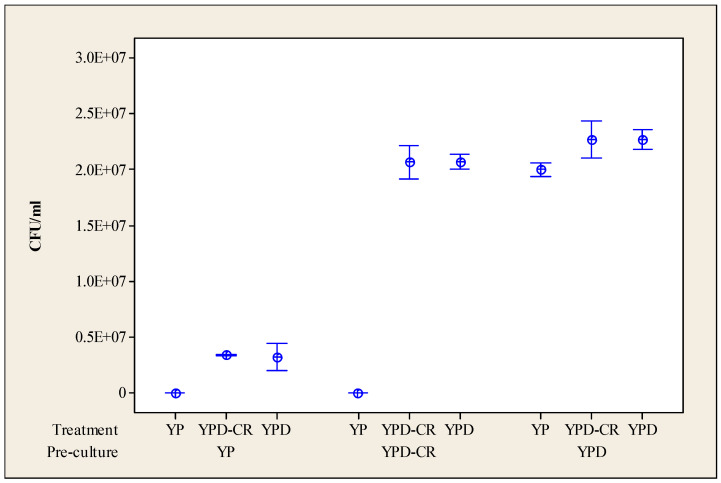
CFUs were counted from agar plates with different concentrations of added glucose. Nine replicates were counted on three separate occasions, resulting in a total of 27 replicates per treatment. The results are divided by the pre-culture and recovery medium treatment groups, with the pre-culture glucose content increasing from left to right along the abscissa. Error bars indicate one standard error from the mean.

**Figure 2:**
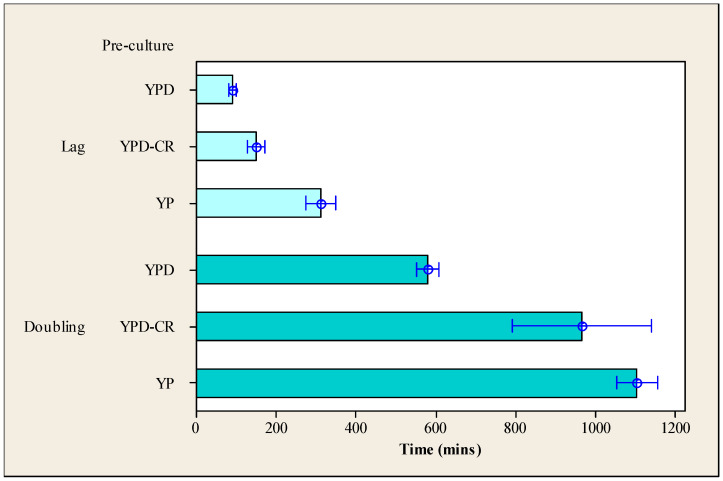
Length of the lag phase and doubling time (in minutes) for cells pre-cultured in one of the three different media prior to inoculation into YPD media. Error bars indicate one standard error from the mean.

**Figure 3:**
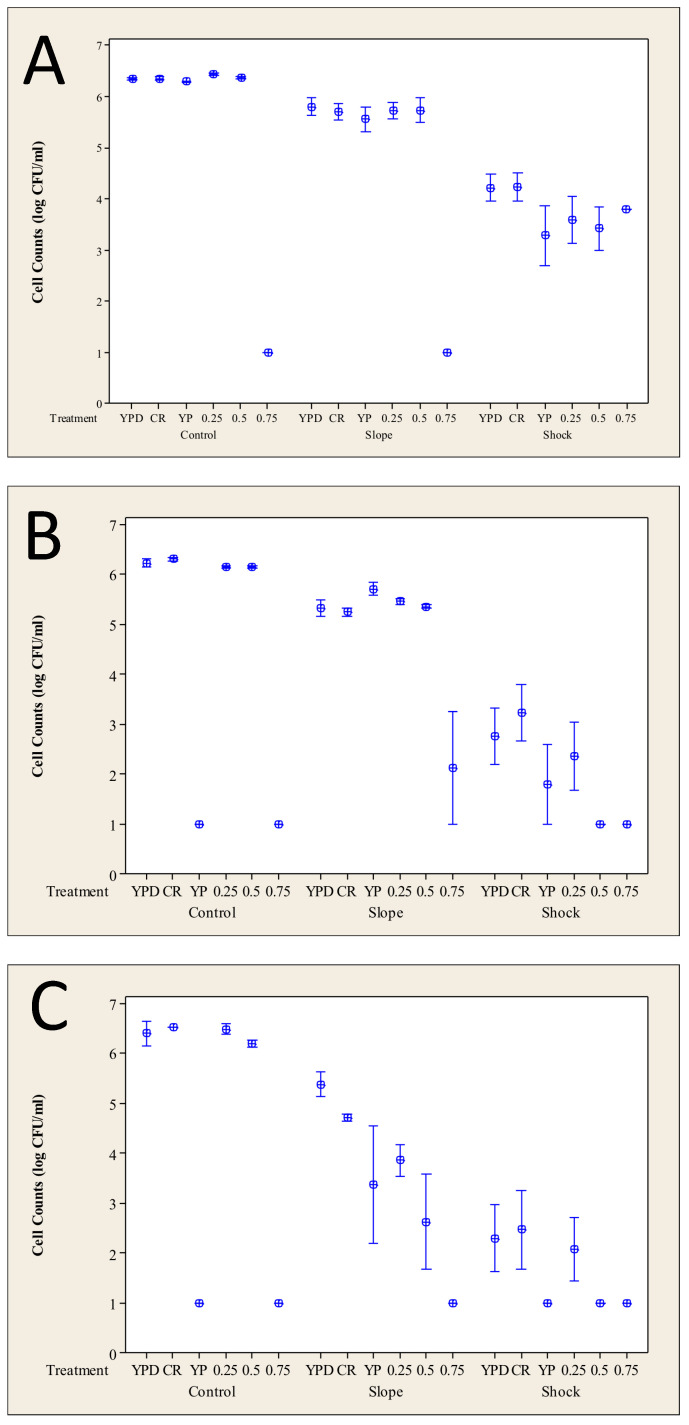
Effect of growth conditions on the response to heat stress. Error bars indicate one standard error from the mean. (**A**) Cells pre-cultured on YPD; (**B**) cells pre-cultured on YPD-CR; (**C**) cells pre-cultured on YP medium. The numbers 0.25–0.75 on the abscissa refer to the concentrations of added NaCl in mol·L^−1^.

**Figure 4:**
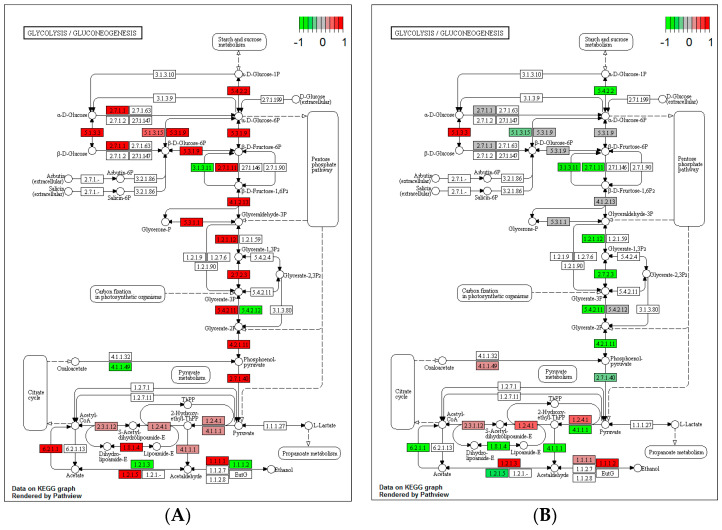
Glycolysis/gluconeogenesis networks of yeast after heat treatment. (**A**) Cells grown on YPD at 25 °C and exposed to a heat ramp on YPD from 25 °C to 50 °C and then maintained at 50 °C for 30 min. (**B**) Cells grown on YPD at 25 °C and exposed to a heat shock on YPD from 25 °C to 50 °C and then maintained at 50 °C for 30 min. The changes are illustrated as log2 fold change values (downregulated genes, green; no change in gene expression, grey; upregulated genes, red). The KEGG website (https://www.genome.jp/dbget-bin/www_bget?sce00010, 27 August 24) provides further information on the genes’ nomenclature. Figures were constructed using the KEGG database (reference sce00010).

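Among the glycolysis/gluconeogenesis genes that moved the same way in all 3 cultures, the highest log2 fold changes after the heat ramp were those of ADH5, PGM2 and PGK1. Adjusted p-values are from limma. ADH5 (alcohol dehydrogenase, YBR145W, chromosome II, 533762 to 534817) went from 444 ± 88.2 normalized counts (SD, n = 3) in the control to 9097 ± 1540, a log2 fold change of 4.36 (standard error 0.157, adjusted p = 5.13e-11). PGM2 (phosphoglucomutase, YMR105C, chromosome XIII, 475897 to 477606) went from 3017 ± 210 to 58879 ± 8274, a log2 fold change of 4.28. PGK1 (phosphoglycerate kinase, YCR012W, chromosome III, 137746 to 138996) went from 19545 ± 60.4 to 351452 ± 95859, a log2 fold change of 4.13. The lowest log2 fold changes were those of PCK1 (phosphoenolpyruvate carboxykinase, YKR097W, chromosome XI, 631152 to 632801), which went from 33751 ± 4514 to 1618 ± 254 normalized counts (−4.38, standard error 0.148, adjusted p = 2.91e-11), and of the aldehyde dehydrogenases ALD5 (YER073W, chromosome V, 304030 to 305592, −4.27) and ALD6 (YPL061W, chromosome XVI, 432588 to 434090, −4.22).

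The highest log2 fold changes after the heat shock were 1.09 for NGK1 (YLR446W, chromosome XII, 1025214 to 1026515, adjusted p = 0.000299), 0.84 for ADH7 (YCR105W, chromosome III, 309070 to 310155, adjusted p = 0.00420) and 0.82 for GAL10 (YBR019C, chromosome II, 276253 to 278352, adjusted p = 0.00875). At the other end, PDC6 (pyruvate decarboxylase, YGR087C, chromosome VII, 651290 to 652981) had a log2 fold change of −1.64 (adjusted p = 5.10e-05), ENO1 (enolase, YGR254W, chromosome VII, 1000927 to 1002240) went from 39157 ± 970 to 14835 ± 907 normalized counts (−1.40, adjusted p = 4.57e-05), and GPM2 (YDL021W, chromosome IV, 413953 to 414888) had a log2 fold change of −1.37.

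At the committed steps of glycolysis, the log2 fold changes after the heat ramp were 3.80 for HXK1 (YFR053C), 2.87 for HXK2 (YGL253W), 3.07 for GLK1 (YCL040W), 1.42 for PFK1 (YGR240C), 2.05 for PFK2 (YMR205C) and 1.93 for CDC19 (pyruvate kinase, YAL038W), and −2.38 for the gluconeogenic FBP1 (fructose-1,6-bisphosphatase, YLR377C). All of these passed an adjusted p-value of 0.05 and kept their direction under total count scaling, which could only deepen the decrease of FBP1. After the heat shock, PFK1 was lower (−0.68, adjusted p = 0.00255), while HXK2 (−0.11), CDC19 (−0.31) and PCK1 (0.25) did not pass, although CDC19 did under total count scaling (−0.48). HXK1 (−0.46), GLK1 (−0.53), PFK2 (−0.39) and FBP1 (−0.68) passed with all libraries but not with some single libraries left out. The log2 fold changes nearest to 0 in such fits were −0.32 for HXK1 and −0.38 for GLK1 without control replicate 1, −0.30 for PFK2 without heat shock replicate 2, and −0.52 for FBP1 without heat shock replicate 1. GLK1 overlaps the annotated frame YCL042W on the same strand.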

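Several enzymes in this network have paralogs of similar sequence, among them TDH1 to TDH3, ENO1 and ENO2, and the ADH, PDC and HXK genes, and the paper's text does not say how a read that matches more than one of them was counted. Reads were therefore also summed over the genes that share a KEGG Orthology number, which gives 26 enzyme families, and the sums were tested with limma. After the heat ramp, 18 families were higher, 4 lower and 4 unchanged at an adjusted p-value of 0.05. With total count scaling, 15 were higher, 10 lower and 1 unchanged, and 3 of the 18 (PDA1, YMR099C, and ACS1 with ACS2) fell below 0. The largest increases were those of PGK1, with a log2 fold change of 4.13, glyceraldehyde-3-phosphate dehydrogenase (TDH1 to TDH3, 3.69, standard error 0.240), the phosphoglucomutases (PGM1, PGM2 and PRM15, 3.66, standard error 0.130) and enolase (ENO1, ENO2 and ERR1 to ERR3, 3.41, standard error 0.221). The hexokinases and their relatives (HXK1, HXK2, GLK1, EMI2 and NGK1) rose by 3.38 and the alcohol dehydrogenases ADH1, ADH2, ADH3 and ADH5 by 3.31. The 4 lower families were PCK1 (−4.38), ADH6 with ADH7 (−2.45), FBP1 (−2.38) and LPD1 (−1.09). Each of them stayed lower with total count scaling, which could only deepen a decrease after the heat ramp. Following the heat shock, 5 families were higher, 8 lower and 13 unchanged, or 3, 13 and 10 with total count scaling. Enolase (−1.30), the phosphoglycerate mutases GPM1 to GPM3 (−1.10), the phosphoglucomutases (−0.89) and PGK1 (−0.86) fell most.

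**Figure D4:**
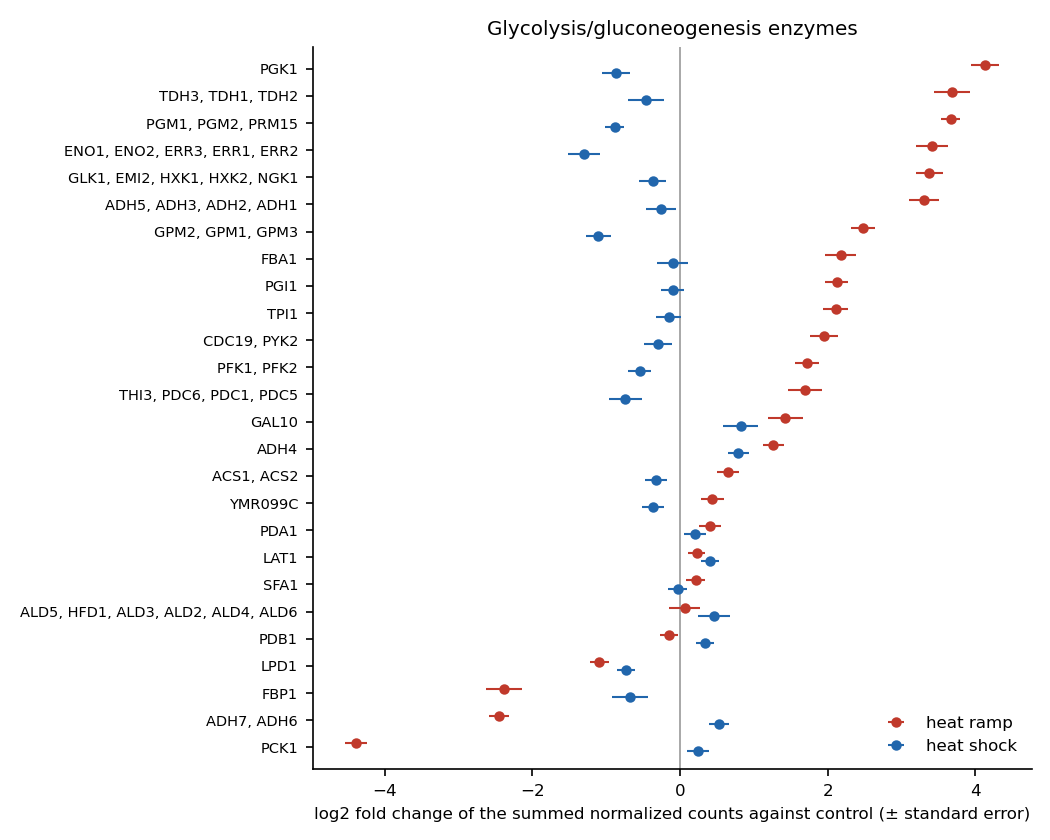
Log2 fold change after the heat ramp and after the heat shock, relative to the control, of 26 enzyme families with the reads of paralogs summed. Points are estimates from 3 replicates per group and error bars are standard errors. After the heat ramp 18 families lie above 0 at an adjusted p-value of 0.05, or 15 with each library scaled to its total count.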

**Figure 5:**
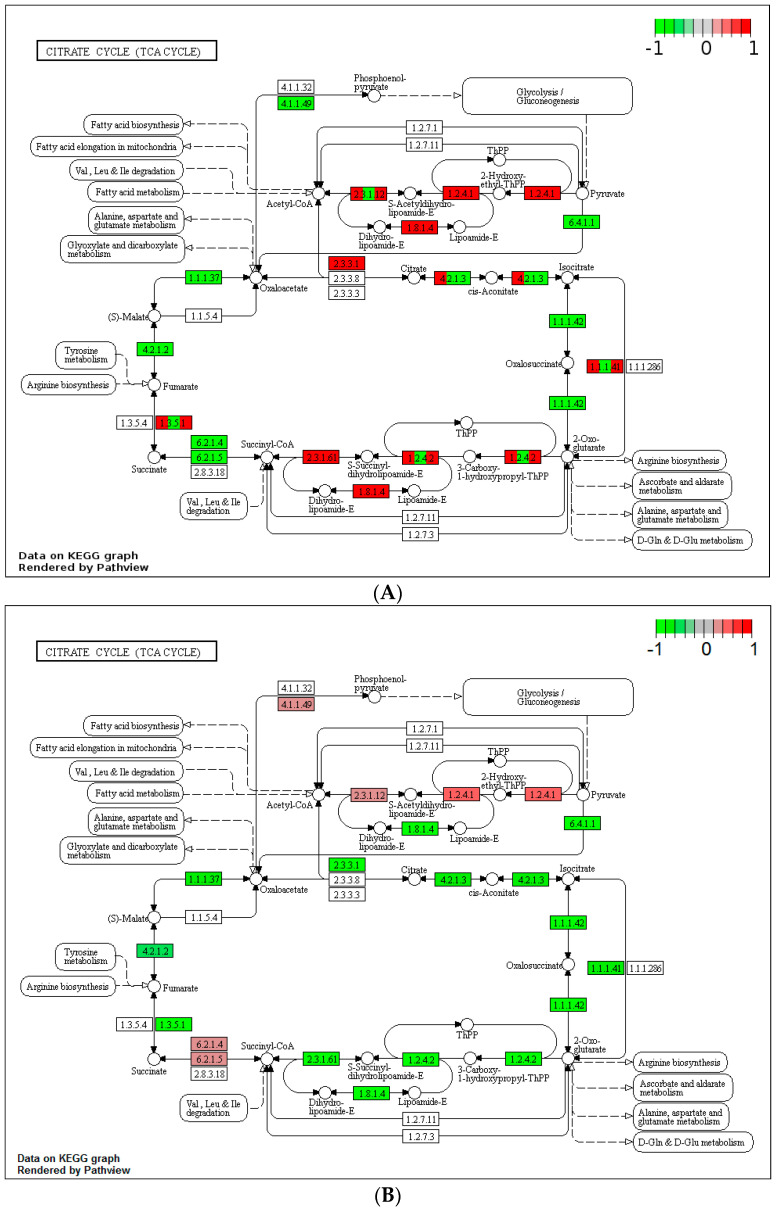
Citrate cycle network of the strain BY4742 after heat treatment. (**A**) Cells grown on YPD at 25 °C and exposed to a heat ramp on YPD from 25 °C to 50 °C and then maintained at 50 °C for 30 min. (**B**) Cells grown on YPD at 25 °C and exposed to a heat shock on YPD from 25 °C to 50 °C and then maintained at 50 °C for 30 min. The fold changes of the genes are illustrated as the values of log2 fold change (downregulated genes, green; no change in gene expression, grey; upregulated genes, red). The reader should refer to the KEGG website (https://www.genome.jp/dbget-bin/www_bget?pathway+sce00020, accessed on 24 April 2019) to know the genes’ nomenclature. Graphs were drawn using the KEGG database (reference sce00020).

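In the citrate cycle network, the highest log2 fold changes after the heat ramp among genes that moved the same way in all 3 cultures were those of SHH4, SHH3 and CIT1. Adjusted p-values are from limma. SHH4 (YLR164W, chromosome XII, 493883 to 494389) and SHH3 (YMR118C, chromosome XIII, 502144 to 502734) are homologs of succinate dehydrogenase subunits. SHH4 went from 130 ± 3.52 normalized counts (SD, n = 3) in the control to 843 ± 237, a log2 fold change of 2.64 (standard error 0.192, adjusted p = 2.10e-08), and that of SHH3 was 1.82 (standard error 0.198, adjusted p = 1.23e-06). CIT1 (citrate synthase, YNR001C, chromosome XIV, 629622 to 631061) went from 10034 ± 1065 to 31138 ± 3911 after the heat ramp (1.63, standard error 0.138, adjusted p = 9.72e-08) and was lower than the control after the heat shock (−0.74, adjusted p = 0.000537). Among the lowest log2 fold changes after the heat ramp were those of PCK1 and PYC1 (pyruvate carboxylase, YGL062W, chromosome VII, 385196 to 388732) (−2.36, standard error 0.118, adjusted p = 7.19e-10).

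In heat-shocked cells, 3 genes were higher. LSC1 (YOR142W, chromosome XV, 593057 to 594046) had a log2 fold change of 0.67 (adjusted p = 0.000341), LAT1 (YNL071W, chromosome XIV, 491523 to 492971) of 0.40 and PDB1 (YBR221C, chromosome II, 665153 to 666253) of 0.33. The last 2 of these did not pass an adjusted p-value of 0.05 under total count scaling or with some single libraries left out, for LAT1 control replicate 1 (0.35) or 3 (0.37), and for PDB1 any control replicate (0.30 to 0.37) or heat shock replicate 2 (0.30) or 3 (0.29). The lowest values were −1.65 for SDH9 (YJL045W, chromosome X, 356024 to 357928), which went from 2398 ± 494 to 766 ± 179 normalized counts, −1.25 for KGD1 (YIL125W, chromosome IX, 122689 to 125733) and −1.07 for IDP2 (YLR174W, chromosome XII, 504591 to 505829).

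Of the other genes at committed steps, LPD1 (dihydrolipoamide dehydrogenase, YFL018C, chromosome VI, 101628 to 103127) went from 7124 ± 412 normalized counts in the control to 3341 ± 258.8 after the heat ramp and 4314 ± 580 after the heat shock, log2 fold changes of −1.09 (adjusted p = 2.23e-06) and −0.73 (adjusted p = 0.000291). Several log2 fold changes after the heat ramp changed sign under total count scaling, namely those of IDH2 (YOR136W, 0.56 against −0.35), PDA1 (YER178W, 0.40 against −0.52), PYC2 (YBR218C, 0.21 against −0.71) and KGD1 (0.20 against −0.71). For PYC2 and KGD1 the value without total count scaling did not pass an adjusted p-value of 0.05, though PYC2 did without heat ramp replicate 2 (0.34). PDA1 kept its direction but did not pass in 5 of 20 alternatives. Among these were the fits without control replicate 2 (0.38) or 3 (0.40) or heat ramp replicate 1 (0.39) or 3 (0.25). IDH1 (YNL037C) was lower after the heat ramp (−0.39), though without control replicate 3 (−0.37) it did not pass. PDB1 passed after the heat ramp only under total count scaling (−1.06 against −0.15). After the heat shock, IDH1 (−0.65), PYC1 (−0.96) and PYC2 (−0.81) were lower, while IDH2 (−0.03) and PDA1 (0.20) did not pass.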

## Data Availability

Data are contained within the article or Supplementary Material. The original data presented in the study are openly available in Gene Expression Omnibus at GSE276309.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/microorganisms12091838/s1, Supplementary Data File: Supp data 1_RNAseq_KEGG_SG.csv.

How the deposited data were processed for this re-analysis (not part of the article)

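RNA was sequenced from haploid BY4742 cells grown in YPD, in 9 libraries from 3 independent cultures. Each culture gave a control sample, a sample after the heat ramp and a sample after the heat shock, as the Supplementary Data File states, so that there are 3 groups of 3 replicates. Libraries were made from poly(A)+ RNA. The authors trimmed the reads with Trimmomatic, aligned them to the SacCer3 assembly with Bowtie2 in sensitive local mode, removed unmapped reads, and tested differential expression with DESeq2. The paper's text does not name the counting tool, the annotation used for counting or whether counting was stranded. No sample or column of the deposited data was left out. The culturability and growth experiments with BY4743 were not analysed here.

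The deposited values used here are normalized counts, a signal per annotated feature that the authors obtained by dividing the reads counted on it by the DESeq2 size factor of the library. Each library was checked for whole reads. In every library 100% of the values were whole multiples of the smallest one, so that reads and size factors could be recovered. The deposited mean over libraries (baseMean) is also a signal from the authors, and it equals the mean of the normalized counts over all 9 libraries. The deposited log2 fold changes and their standard errors are on the log2 scale and come from the authors' DESeq2 fit, as do the deposited p-values and adjusted p-values. These columns of the authors were used for comparison only. In their table, of 7086 features listed, 5484 have an adjusted p-value under 0.05 for the heat ramp (2784 higher, 2700 lower) and 4128 for the heat shock (2193 higher, 1935 lower). Across the tested features, the log2 fold changes computed here and theirs had a Pearson correlation of 1.00 for the heat ramp and 0.999 for the heat shock, where features are not independent replicates. For identities, positions, length and GC content, the R64 reference annotation was used. It gave a symbol or position for 6162 of the 7126 identifiers, and the other 964 were classed by the form of their identifier.

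Values were analysed as log2(normalized count + 1). Features with a mean normalized count of at least 10 over the 9 libraries were tested, which kept 6847. One limma model with a trended prior (lmFit and eBayes) was fitted to the 9 libraries with the group as its only factor, and heat ramp against control, heat shock against control and heat ramp against heat shock were tested, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. All tests are two-sided. With 3 replicates per group, the model borrows the variance across features, and an exact permutation test of 3 against 3, whose smallest p-value is 0.1, could not pass that threshold. The depth, over 22579312 counted reads in each library, puts the limit of detection at 3 reads per library, and this limit covers counting error only. Errors of normalized counts are SDs over 3 replicates, and errors of log2 fold changes are limma standard errors.

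Sets of genes were described by the median log2 fold change and the numbers of genes higher and lower, and tested with limma's camera at a preset correlation of 0.01, adjusted over 6 tests for the networks and over 12 tests for the other lists in heat ramp against control, heat shock against control and heat ramp against heat shock. The glycolysis/gluconeogenesis set is the 55 genes of the Supplementary Data File, a list from the same study and so not independent of these samples. The citrate cycle set is 32 genes written down for the enzymes drawn in Figure 5. They share 5 genes (PDA1, PDB1, LAT1, LPD1 and PCK1). Further lists were heat shock proteins (20 genes), trehalose and glycogen (15 genes), ribosomal proteins (138 genes, by symbol) and the enzymes found only in gluconeogenesis or the glyoxylate cycle (4 genes). The lists, the main test, the alternatives and the rule for naming genes were fixed before the data were examined. By that rule the named genes are, in each network and treatment, the 3 highest and the 3 lowest log2 fold changes among genes past the threshold that moved the same way in all 3 cultures, over all features the 5 highest and the 5 lowest by the same rule, the enzymes of committed steps, the genes of the lists and the marker genes of the strain.

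Because the cultures are numbered, the replicate number was tried as a block. The deviations from the group mean had correlations across the 6847 features, within the same culture, of 0.03, −0.20 and −0.01 between control and heat ramp, 0.29, 0.04 and 0.05 between control and heat shock, and −0.05, −0.05 and 0.01 between heat ramp and heat shock. The other alternatives were pseudocounts of 0.1 and 5, no filter on low counts, protein-coding genes only, TMM scaling, total count scaling, a fit of only the groups compared, edgeR's quasi-likelihood test with TMM and DESeq2 with and without its beta prior on the recovered counts, each library left out in turn, an adjusted p-value under 0.01, a log2 fold change of at least 1 in size, camera with an estimated correlation, fry, each network without the genes they share, and each network with only the genes that had a mean normalized count of at least 1000. To check for gene length and GC content, a trend on both was removed from the protein-coding genes in the fit with the replicate block, and the median of each list was compared with 10000 random lists of the same size and of similar mean counts. For each comparison, its 6 libraries were also regrouped in all 10 divisions into 3 and 3.

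The tests were tried on simulated data with 6847 genes, of which 200 were changed singly and 50 others were raised together as a set. Limma found 99.5% of the 200 genes, and of its 253 calls 17 (6.72%) were of genes changed in neither way. These values were 100% and 6.98% for edgeR and 100% and 11.1% for DESeq2. Far fewer genes were changed there than in the data, genes were drawn independently, and limma was given the true size factors. The shares found therefore do not carry over to the calls in the data. The removal of a trend on length and GC content was tried on 5912 simulated genes. The software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.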

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

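The lists, the main test and the alternatives were fixed before the data were examined. As a test of an explanation, the comparison of heat ramp with heat shock for the heat shock proteins was also chosen beforehand. So was the direction of the trehalose and glycogen genes after the heat ramp. The other tests of explanations, the regroupings and the tests of feature classes in this part were chosen after the result they concern was seen.

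The lists and feature classes below lie outside the networks that the paper discusses, apart from FBP1 and PCK1 in the list of gluconeogenesis and the glyoxylate cycle, and each differed from its level in the control libraries after the heat ramp. The 20 heat shock protein genes had a median log2 fold change of 3.85 after the heat ramp, with all 20 higher (limma camera adjusted p = 2.49e-09). After the heat shock the median was 0.17 (camera adjusted p = 0.678), with 2 genes higher (HSP10 and BTN2) and 5 lower (SSA3, HSP26, HSP12, HSP30 and SSE2). Their share of the counted reads was 2.74% ± 0.219 (SD, n = 3) in the control, 21.5% ± 1.31 after the heat ramp and 3.16% ± 1.29 after the heat shock, where the libraries held 4.40%, 1.83% and 3.24%. Without heat shock replicate 2, 11 of the genes were higher after the heat shock, and without heat shock replicate 1 the median was −0.04. Directly compared, the heat ramp lay above the heat shock by a median of 3.58, with all 20 genes higher (camera adjusted p = 1.17e-09). HSP30 (YCR021C, chromosome III, 156109 to 157107) rose most after the heat ramp, with a log2 fold change of 6.72, and HSP104 (YLL026W) had one of 4.03. Several of these genes have close paralogs (SSA1 and SSA2, HSP82 and HSC82), and how reads shared between them were counted is uncertain.

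Several values argue against a technical origin of the heat shock protein result after the heat ramp. Under total count scaling the median was 2.94, against −0.92 for all features, and after a trend on gene length and GC content was removed it lay at percentile 100 of the random lists. Only the real division of the heat ramp and control libraries, 1 of 10, gave a median as large, the next being 1.31. The other divisions mix libraries of both groups, so a real difference itself makes their medians smaller. With 10 divisions the share also cannot be under 0.1, so this regrouping does not exclude a chance division. A possible explanation is that cells could change their transcripts during the slow heating and not during the heat shock. The difference of 3.58 between the treatments is in line with it. A strict form, in which relative transcript levels stay as in the control after the heat shock, does not hold, since 3945 features differed. Whether the cells changed these levels actively cannot be told from relative counts. Which part of the treatments matters is not separated by this design. It could be the heating rate, the time at intermediate temperatures or the longer total time of the heat ramp. The paper also reports lower culturability after a heat shock than after gradual heating. A part of cell death in the difference was not tested.

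For the 15 trehalose and glycogen genes, the median log2 fold change was 2.19 after the heat ramp, with 14 higher and 1 (GLG2) lower (camera adjusted p = 8.83e-06), or 10 higher and 1 lower under total count scaling. After the heat shock it was −0.38, with 2 higher (GLG2 and UGP1) and 7 lower (camera adjusted p = 0.00850), or a median of −0.55 with 2 higher and 11 lower under total count scaling, and the direct comparison gave 2.60 with 14 higher and 1 lower (camera adjusted p = 3.21e-07). TSL1 (YML100W) rose most after the heat ramp, by 5.93 on the log2 scale. Total count scaling left a median of 1.27 after the heat ramp, and with the length and GC trend removed the list stood at percentile 99.97, which argues against both as the whole cause. The value of 2.19 is consistent with a general stress response during the heat ramp, a test that would have failed had the list not risen. The real division was the only 1 of 10 with a median as large, the next being 0.91. Following the heat shock, removing the length and GC trend moved this list from percentile 0.98 to 7.35, so that decrease was not beyond the random lists.

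The 138 ribosomal protein genes moved in opposite directions. Their median log2 fold change was −0.91 after the heat ramp, with 9 higher and 109 lower (camera adjusted p = 1.81e-09), and 0.60 after the heat shock, with 105 higher and 1 (RPL8A) lower (camera adjusted p = 1.67e-12). Adjusted over the list alone, the numbers were 10 and 110 after the heat ramp, and 107 and 1 after the heat shock. The difference between the treatments was tested directly and had a median of −1.55, with 2 higher (RPS14B and RPS22B) and 129 lower (camera adjusted p = 2.09e-20). As a share of reads the list held 5.04% ± 0.300 in the control, 1.67% ± 0.0849 after the heat ramp and 6.96% ± 1.30 after the heat shock (SD, n = 3). Total count scaling gave −1.83, 0.43 and −2.29 for the same comparisons. It moves the median of all features by −0.91, −0.17 and −0.74, so it could only deepen the decreases. With the length and GC trend removed, the list lay at percentile 0 after the heat ramp, 100 after the heat shock and 0 between the treatments. These gene properties are thus argued against as the whole cause. The authors' scaling is argued against for the increase after the heat shock, and was not tested for the decreases. In each comparison only the real division of 10 gave a median as large, although 4 of the 10 for the heat ramp and 6 of the 10 for the heat shock gave a camera p-value as small. Most of these genes are pairs of near-identical paralogs, which leaves the values of single genes uncertain more than the median of the list.

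The enzymes found only in gluconeogenesis or the glyoxylate cycle (FBP1, PCK1, ICL1 and MLS1) had a median log2 fold change of −3.91 after the heat ramp, with all 4 lower (camera adjusted p = 0.00223). FBP1 and PCK1 also belong to the glycolysis/gluconeogenesis set, and PCK1 to the citrate cycle set. Total count scaling gave −4.83, but it moves the median of all features by −0.91. It could therefore only deepen this decrease and does not test the scaling. Removal of the length and GC trend left the list at percentile 0, which argues against that trend as the whole cause. After the heat shock the median was −1.05 (camera adjusted p = 0.0564), with FBP1, ICL1 (−1.42) and MLS1 (−2.10) lower, and between the treatments it was −2.15 with all 4 lower (camera adjusted p = 0.00448). Only the real division gave a median as large after the heat ramp, the next being 1.64 in size. A loss of these transcripts during the heat ramp as cells use glucose was not tested. For all 4 lists, every camera call of heat ramp against control, and heat ramp against heat shock, held with fry, as did the calls of the trehalose and glycogen genes and of the ribosomal proteins after the heat shock, and none held with a correlation estimated from the data (adjusted p-values from 0.250 to 0.351).

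Transfer RNA and other non-coding RNA genes were higher after both treatments although the libraries were made from poly(A)+ RNA. The median log2 fold changes over 217 transfer RNA genes were 3.75 after the heat ramp and 3.21 after the heat shock, with 214 and 211 genes higher at an adjusted p-value of 0.05 (limma camera adjusted p = 1.23e-25 and 1.69e-39). In the control, 59 of them were at or under 3 reads in all libraries, and with those set to their lower bounds the medians were 3.69 and 3.13. Many transfer RNA genes are copies of the same transfer RNA, and how reads shared between copies were counted is uncertain. This leaves the numbers of genes and the camera p-values uncertain more than the share of reads of the class. Over 5 small nuclear RNA genes the medians were 5.91 and 3.07, and over 76 small nucleolar RNA genes 2.74 and 1.13, or 5.00 and 2.90, and 1.84 and 0.96, under total count scaling. Transfer RNA held only 0.00701% of the reads in the control, 0.0637% after the heat ramp and 0.0786% after the heat shock. The scaling is argued against, since the transfer RNA medians were 3.04 and 3.15 under total count scaling. More total RNA carried over into the libraries would raise the classes of RNA without a poly(A) tail alike. Under total count scaling the class medians, with those of the tested ribosomal RNA features (6 of 5S and 2 of mitochondrial ribosomal RNA) at 0.85 and 0.21, lay 4.15 apart after the heat ramp and 2.94 apart after the heat shock. In single libraries they lay 3.36 to 4.70 and 2.79 to 3.18 apart, against at most 0.36 in a control library. The share of reads gained by transfer RNA was 0.292 to 0.409 times that gained by small nuclear RNA in the heat ramp libraries and 1.65 to 1.94 times in the heat shock libraries. These values argue against carry-over as the whole cause. The other 8 ribosomal RNA features had no read in any library. Carry-over as a part of the change stays open, and a change in the polyadenylation or stability of these RNAs, which the treatments allow, was not tested.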

How the results depend on the processing

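The regroupings of libraries in this part were chosen after the results were seen. Of 27 results of whole comparisons, 14 fell short of the threshold under at least 1 alternative, 2 passed it only under some, 3 changed direction, and 9 counts of features moved by over 1.5 times. Unless a reason is given, the cause was not tested.

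Counts of features depended on the size of change required and on the scaling. A log2 fold change of at least 1 left, by its construction, 3104 features after the heat ramp (1758 higher, 1346 lower), 1226 after the heat shock (833 higher, 393 lower) and 2777 between the treatments (1470 higher, 1307 lower). Total count scaling put 1326 features higher and 4384 lower after the heat ramp, and 1184 higher and 4096 lower between the treatments, because the sum of normalized counts after the heat ramp was 1.89 times that of the control and 1.68 times that after the heat shock. With 1 library left out, the changed features numbered from 5030 to 5529 after the heat ramp, from 3376 to 4367 after the heat shock and from 4607 to 5041 between the treatments.

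With an estimated correlation, camera gave no adjusted p-value under 0.05 for any set, at the same medians. For the networks these are 1.53, −0.23 and 1.84 for the glycolysis/gluconeogenesis genes after the heat ramp, after the heat shock and between the treatments (adjusted p-values 0.671, 0.853 and 0.671), and −0.34 for the citrate cycle genes after the heat shock (0.753). For the lists they are 3.85 and 3.58 for heat shock proteins after the heat ramp and between the treatments, 2.19, −0.38 and 2.60 for trehalose and glycogen, −0.91, 0.60 and −1.55 for ribosomal proteins, and −3.91 and −2.15 for gluconeogenesis and the glyoxylate cycle. Over all alternatives, the adjusted p-value of the glycolysis/gluconeogenesis genes after the heat ramp ran from 5.80e-10 to 0.671 and their median from 0.62 to 2.12.

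In heat-shocked cells, the call for the glycolysis/gluconeogenesis genes was the least stable of the network calls. Its adjusted p-value ran from 0.0227 to 0.853 over the alternatives. It was 0.285 with protein-coding genes only (median −0.23), 0.0568 with edgeR (−0.26) and 0.0895 with fry (−0.23). The median lay between −0.32 and −0.17 with 1 library left out, and the call was lost without control replicate 2 (0.0725) or 3 (0.0558), heat ramp replicate 2 (0.0816), or heat shock replicate 1 (0.0750) or 3 (0.0584). The citrate cycle genes after the heat shock (adjusted p-values from 0.00243 to 0.753) also missed the threshold with protein-coding genes only (−0.34, 0.0899), where the network is compared with fewer features, and their median lay between −0.40 and −0.24 with 1 library left out.

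After the heat ramp, the citrate cycle genes passed the threshold only with fry (−0.050, adjusted p-value 0.00870, over a range from 0.00870 to 0.932). Their median lay between −0.076 (without control replicate 1) and 0.00 with 1 library left out, and was above 0 only without control replicate 2 (0.0036). Between the treatments it turned to −0.67 under total count scaling (adjusted p-value 0.907, over a range from 0.467 to 0.952), and lay between −0.01 (without heat shock replicate 1, −0.0063) and 0.11. The heat shock proteins after the heat shock turned to −0.0013 under total count scaling (adjusted p-value 0.808, over a range from 0.166 to 0.890) and lay between −0.039 (without heat shock replicate 1) and 0.44 (without heat shock replicate 2).

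For the gluconeogenesis and glyoxylate genes after the heat shock, the median passed the threshold with the replicate block, a paired fit (−1.05, adjusted p-value 0.0254), with edgeR (−1.09, 0.0199), with DESeq2 (−1.06, 0.0193), with DESeq2 and its beta prior (−1.04, 0.0198) and with fry (−1.05, 0.00466), over a range from 0.00466 to 0.351. With 1 library left out it lay between −1.29 and −0.89, and it passed without control replicate 1 (0.0165) or 3 (0.0490) or heat shock replicate 2 (0.0335). The replicate block changed no other call of a set or named gene, and put 4 heat shock protein genes higher after the heat shock in place of 2.

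The other medians kept their direction with 1 library left out. They ran from 1.45 to 1.72 and from 1.75 to 1.90 for the glycolysis/gluconeogenesis genes after the heat ramp and between the treatments. Of 75 results of named genes, 62 kept their direction and call under every alternative, and 8 missed the threshold, 3 passed it and 4 changed direction under some. The last were PYC2 (−0.71), IDH2 (−0.35), KGD1 (−0.71) and PDA1 (−0.52) after the heat ramp, all under total count scaling, whose shift of −0.91 over all features is larger than their changes. Of 36 numbers of genes in a set, 24 stayed within 1.5 times under every alternative.

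Regrouping the 6 libraries of a comparison in all 10 ways, the real division gave 5359 changed features for heat ramp and control, 4362 for heat shock and control and 4687 for heat ramp and heat shock in fits of those libraries alone, and the other 9 gave 0, with at most 25, 87 and 73 features at an unadjusted p-value under 0.05. Each of these 9 mixes libraries of both groups, which puts a real difference into the spread within groups. Few calls and smaller medians there are thus partly built in. Neither they nor the camera p-values of these divisions show what unchanged groups give. The absolute median was as large in only the real division, 1 of 10, for every set and comparison except the citrate cycle genes after the heat ramp (5) and between the treatments (5) and the heat shock proteins after the heat shock (6). Among the 4 divisions that part all 3 cultures these numbers were 3, 3 and 2. The other 6 put both libraries of a culture on the same side. A camera p-value as small was less rare after the heat shock. It came from 4 of 10 divisions for the glycolysis/gluconeogenesis genes and for trehalose and glycogen. For the citrate cycle genes and the gluconeogenesis and glyoxylate genes it came from 5. After the heat ramp it came from 2 for the glycolysis/gluconeogenesis genes, and from 1 for heat shock proteins, trehalose and glycogen, and gluconeogenesis and glyoxylate. With 10 divisions the share is never under 0.1, so chance is not excluded in this way.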

Differences from the paper's values

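All 55 log2 fold changes of heat ramp against control that the paper's Supplementary Data File gives differed from the values computed here by less than the larger of the paper's standard error and the replicate SD.

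The paper states that the genes of both networks were generally upregulated after a heat ramp, and that most genes of glycolysis and the citrate cycle were overexpressed. For the citrate cycle genes, 10 of 32 were higher and 12 lower here, with a median log2 fold change of −0.05. These 32 genes were written down for the enzymes drawn in Figure 5, and the paper's text does not list the genes of its citrate cycle network, so the genes counted here and there are not known to be the same. In the authors' deposited table of DESeq2 results, the same 32 genes also divide into 10 higher and 12 lower, with a median of −0.047. Among the alternatives set before the data were examined, the median was above 0 only without control replicate 2 (0.0036), and none put more than 12 of the 32 genes higher at an adjusted p-value under 0.05.

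In Figure 4A and Figure 5A the paper draws the step of dihydrolipoamide dehydrogenase as upregulated after the heat ramp. The log2 fold change of LPD1, which encodes this enzyme, was −1.09 here (adjusted p = 2.23e-06 from limma) and is also −1.09 in the authors' deposited table (adjusted p = 1.88e-15 from their DESeq2 fit). The value computed here lay between −1.15 and −1.05 with 1 library left out and at −2.01 under total count scaling.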

Other observations

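For the networks, the tests of scaling on the citrate cycle genes, of gene length and GC content, and of reads shared between paralogs were chosen before their results were seen, and the test of scaling on the glycolysis/gluconeogenesis genes was chosen after.

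The higher expression of the glycolysis/gluconeogenesis genes after the heat ramp was weighed against technical explanations. Under total count scaling the median log2 fold change was 0.62, above the −0.92 of all features. With a trend on gene length and GC content removed, the median lay at percentile 100 of random lists of similar counts. With the reads of paralogs summed, 18 of 26 enzyme families rose. These values argue against scaling, gene length and GC content, and shared reads as the whole cause. A regulated increase during the heat ramp is a candidate explanation, found and examined on the same data. Leaving out the 5 genes that both networks share gave a median of 2.00, with 40 of 50 genes higher and 8 lower.

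After the heat shock, the glycolysis/gluconeogenesis median lay at percentile 0.09 before and 0.32 after removal of the length and GC trend, which argues against that trend as the whole cause of the decrease, although the set test itself was not stable.

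For the citrate cycle genes after the heat ramp, the size of the median log2 fold change depends on which features are taken as unchanged, and its sign does not change between the scalings. It was −0.05 with the authors' size factors, −0.12 with TMM scaling and −0.97 with total count scaling, against medians of −0.01, −0.07 and −0.92 for all features. Relative to all features the network lay near 0 in each, with genes moving both ways. No added reference RNA was used here, so a fall in the number of these transcripts per cell and an unchanged number cannot be told apart from the value of −0.97. With the length and GC trend removed, the median lay at percentile 51.66 of the random lists, against 59.66 before.

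Among all features tested, the highest log2 fold changes after the heat ramp with the same direction in all 3 cultures included snR7-L (7.59, chromosome VII, 939459 to 939672), which overlaps snR7-S by 179 bases on the same strand, and IRC13 (7.31, YOR235W, chromosome XV, 779870 to 780184), which overlaps the small nucleolar RNA gene snR17a by 78 bases on the same strand. They also included the transfer RNA genes tT(AGU)C, which was at least 102-fold higher than the 3 reads allowed in the control, and tN(GUU)K (6.76), and HSP30. The lowest were AAH1 (−5.45), MEP2 (−4.68), GAP1 (−4.51), NRP1 (−4.42) and PCK1 (−4.38). Following the heat shock, the 5 highest were the transfer RNA genes tE(UUC)K (6.65), tE(UUC)P (6.29), tT(AGU)C (at least 59.1-fold higher), tY(GUA)M1 (6.10) and tE(UUC)G1 (5.82). Each of these had at most 14 reads in a control library. The tE(UUC) genes share an anticodon, and how reads shared between such copies were counted is uncertain. The lowest were SIP18 (−3.14), ECM13 (−2.31), PAH1 (−2.19), YMR175W-A (−2.18) and TDA6 (−2.11).

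The 18 tested open reading frames of the mitochondrial genome were all higher after the heat ramp (median log2 fold change 3.12) and after the heat shock (2.19). Of 597 tested open reading frames that the annotation does not list as protein-coding, 374 were higher and 30 lower after the heat ramp (median 1.15), and 323 higher and 18 lower after the heat shock (0.86). Under total count scaling the medians were 2.27 and 2.02 for the mitochondrial frames, with 16 and 18 higher and 0 lower. For the frames not listed as protein-coding they were 0.27, with 211 higher and 129 lower, and 0.70, with 281 higher and 26 lower, so that after the heat ramp the size of the change and the division into higher and lower depend on the scaling. The medians of all features were −0.92 and −0.13 under that scaling. No other explanation of these values was tested.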
